# Increased Skin Tumor Incidence and Keratinocyte Hyper-Proliferation in a Mouse Model of Down Syndrome

**DOI:** 10.1371/journal.pone.0146570

**Published:** 2016-01-11

**Authors:** Annan Yang, Duane Currier, Jennifer L. Poitras, Roger H. Reeves

## Abstract

Down syndrome (DS) is a genetic disorder caused by the presence of an extra copy of human chromosome 21 (Hsa21). People with DS display multiple clinical traits as a result of the dosage imbalance of several hundred genes. While many outcomes of trisomy are deleterious, epidemiological studies have shown a significant risk reduction for most solid tumors in DS. Reduced tumor incidence has also been demonstrated in functional studies using trisomic DS mouse models. Therefore, it was interesting to find that Ts1Rhr trisomic mice developed more papillomas than did their euploid littermates in a DMBA-TPA chemical carcinogenesis paradigm. Papillomas in Ts1Rhr mice also proliferated faster. The increased proliferation was likely caused by a stronger response of trisomy to TPA induction. Treatment with TPA caused hyperkeratosis to a greater degree in Ts1Rhr mice than in euploid, reminiscent of hyperkeratosis seen in people with DS. Cultured trisomic keratinocytes also showed increased TPA-induced proliferation compared to euploid controls. These outcomes suggest that altered gene expression in trisomy could elevate a proliferation signalling pathway. Gene expression analysis of cultured keratinocytes revealed upregulation of several trisomic and disomic genes may contribute to this hyperproliferation. The contributions of these genes to hyper-proliferation were further validated in a siRNA knockdown experiment. The unexpected findings reported here add a new aspect to our understanding of tumorigenesis with clinical implications for DS and demonstrates the complexity of the tumor repression phenotype in this frequent condition.

## Introduction

Down syndrome (DS) results from the inheritance of three copies of human chromosome 21 (Hsa21). Epidemiological studies spanning 50 years report conflicting results regarding the relative risk of tumor development in the DS population. However, the preponderance of recent studies and biological experiments conducted in trisomic mouse models support the reduction of many types of tumors on a trisomic background and implicate several candidate genes and mechanisms for tumor repression [1, 2]. There does not appear to be a universal mechanism wherein over-expression of one or a few trisomic genes could explain the reduced incidence of many types of cancers in individuals who have DS. Extrapolation of the basis for protection from solid tumors by trisomy could form the basis for cancer prophylaxis in the larger population.

The overexpression of hundreds of genes in Down syndrome disrupts many signalling pathways, including oncogenic and tumour suppressive pathways. Mouse models with different trisomic segments orthologous genes to Hsa21 (or carrying the human chromosome itself) have been used to identify gene(s) that may contribute to cancer resistance phenotypes reflecting those seen in people with DS [3, 4]. Ts65Dn and Ts1Rhr are genetic mouse models of DS that are trisomic, respectively, for ca. 100 and 32 genes from mouse chromosome 16 (Mmu16) that are orthologs of genes on human chromosome 21 (Hsa21) [5, 6]. Both models show significant repression of intestinal adenomas in *Apc*^*Min*^ mice, and this is strongly correlated with dosage of the *Ets2* gene, one of the 32 genes that is trisomic in Ts1Rhr [3]. “Subtracting” one copy of *Ets2* from the three copies in Ts1Rhr, *Apc*^*Min*^ mice results in significantly increased tumor number relative to Ts1Rhr; *Ets2*^*+/-*^ mice with only one functional copy have a dramatic increase in tumor number. The Ts65Dn background also reduces sarcoma incidence and extends survival significantly in NP-cis mice, which develop sarcomas, carcinomas and lymphomas [4]. Further, *Rcan1* decreased tumor growth in the xenografts into a trisomic background due to effects on angiogenesis, proliferation and/or apoptosis depending on the tumor cell lines used for transplant [7–9]. Together, the epidemiological studies in people and the demonstration of strong biological effects in mouse models confirm that tumor incidence for multiple cancer types is repressed by trisomic gene dosage effects.

Three studies have reported a reduced incidence of various skin cancers in people with DS with limited samples [10, 11]. To study skin cancer development in a DS mouse model, we used the two-stage DMBA-TPA carcinogenesis assay [12]. The initiation step involves generation of irreversible *Hras* mutations by DMBA. Cell proliferation promoted by TPA allowed accumulation of further somatic mutations, leading to the irreversible malignant conversion of benign tumors, such as activation of protein kinase C (PKC) [13]. In the Ts65Dn hippocampus, altered PKC activity was found and may be responsible for the impaired hippocampal synaptic plasticity [14]. A few genes in the Down syndrome region were found to affect PKC pathway, such as overexpression of PFKL increase PKC level in PC12 cells [15].

Here we used Ts1Rhr to examine the effects of trisomy on the incidence of skin tumors in a carcinogen-induced skin cancer model. Then we used in vitro keratinocyte culture and gene expression profiling to probe genes overexpressed in Ts1Rhr that could affect proliferation. We validated a role for several critical genes, trisomic in Ts1Rhr, that contributed to increased proliferation by RNAi screening.

## Materials and Methods

### Chemicals

DMBA (D3254) and TPA were obtained from Sigma-Aldrich, St. Louis, MO. Acetone was purchased from J.T. Baker, Phillipsburg, NJ.

### Mice

All procedures in this study were carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and approved by the Johns Hopkins Animal Care and Use Committee (Protocol number: MO12M427). Animals were monitored twice each day and no unexpected deaths were observed. Animals exhibiting signs of distress were examined by veterinarian and given 4–5 mg/kg carprofen subcutaneously. Animals with the following conditions such as inactive, hunched and poorly groomed were examined by a veterinarian who decided if euthanasia was appropriate. Animals were euthanized with CO_2_ inhalation followed by cervical dislocation. Ts1Rhr mice on the C57BL/6J genetic background from our colony were backcrossed onto FVB/N (The Jackson Laboratory, Bar Harbor) for at least 6 generations. For all in vivo experiments, the dorsal skin was shaved 7 days prior to treatment. For the two-stage carcinogenesis experiment, 8–12 week old mice were treated with a single application of DMBA (400 nmol in 100 μl acetone) followed by twice-weekly application of TPA (5 nmol in 100μl acetone) for 18 weeks [16]. Only tumors that persisted for more than two weeks were recorded. Mice were examined weekly for tumor presence and the size of each tumor was measured by calliper and recorded. At the end of study, we had full record of the number of tumor as well as tumor size for each mouse on weekly basis. The end point of survival was determined either when the largest tumor reached the upper limit of 1.5 cm in diameter or when an animal showed signs of distress, as approved by The Johns Hopkins Animal Care and Use Committee. For tumor incidence, we plot average tumor number of each group along time. For tumor size, we first took average of all tumor on one mouse and then took average tumor size of each group then plot it along the time.

### Epidermal thickness measurement

The dorsal skin of 5 week old mice was shaved. One week later, TPA (5 nmol in 100 μl acetone) was applied once a day for three days and mice were sacrificed two days later. The dorsal skin was prepared for histology so as to minimize variation due to cutting angle and measurements were always made in the flat area between hair follicles to avoid epidermal pegs. All samples were processed blind to genotype. To further reduce the variance caused by region selection bias, we scanned every slide and picked the three thickest regions to photograph and three measurements were made in every picture. Epidermal thickness was measured using NIS-Elements BR3.0 software.

### Keratinocyte cultures and in vitro treatment

Skin keratinocytes were isolated from P1 pups and cultured as described [17]. For flow cytometry, aliquots of 10^6^ cells were collected and resuspended in 1 ml of hypotonic DNA staining buffer (0.1% Sodium citrate, 0.3% Triton–x 100, 0.01% Propidium iodide and 0.02g/l of Ribonuclease A in distilled water). Samples were held at 4°C protected from light for 30 min before acquisition on the flow cytometer (FACScalibur, BD bioscience, Franklin Lakes). For siRNA transfected samples, all procedures were done 24 hours after transfection. Cells plated in one well of a 6-well plate for each genotype were treated with 0.2μM TPA for 12 h, exposed to 50 μM EdU for 2 h, fixed, and processed for EdU staining (Click-iT EdU Imaging Kits, Invitrogen, Carlsbad). Each keratinocyte line was derived from one pup and individually genotyped. All experiments were at least repeated three times with biological replicates in each genotype group.

### RNA extraction and RT-PCR

Total RNA from skin tumors or cells was extracted using Trizol (Invitrogen, Carlsbad) or RNeasy Mini Kits (Qiagen, Venlo). DNA was removed from RNA with using DNA-free (Invitrogen, Carlsbad). Total RNA was reverse-transcribed by GoScript Reverse Transcription System (Promega, Madison). All Probes for Taqman assays are given in S1 Table (Applied Biosystem, CA). Sequences for SYBRprimers were from PrimerBank [18] or qPrimerDepot [19]. Efficiency tests were done for gene primers. A melting curve was done for all SYBR primers to confirm that there was a single product.

### Microarray and Differential Expression Analysis

All RNA samples were verified for integrity using a Bioanalyzer (Agilent, Santa Clara). The Lowe Family Genomics Core at Johns Hopkins University hybridized total RNA samples to MouseRef-8 v2.0 Expression BeadChip (Illumina, San Diego) and performed quality control analysis. All differential expression analysis was carried out using the statistical computing environment, R, with the limma [20–22] and vsn [23] packages installed. Raw signal intensities were normalized using the Variance Stabilizing Transformation method. Probes were removed from further analysis if less than 4 samples of one genotype had detection p-values greater than 0.01 (1 percent of the 1000 negative control probes had a higher signal intensity). Differentially expressed genes were identified using a standard limma workflow incorporating paired samples into the linear models. Briefly, to identify differentially expressed probes between treated and untreated samples, data for each genotype was analyzed independently using a design matrix that included the source of the cells as well as treatment. To identify probes that were differentially expressed between genotypes in the untreated condition, a design matrix was constructed that included only genotype and treatment. Filtered, normalized expression data was fitted to linear models based on the design matrices. Contrasts between the fitted models of the groups of interest were made and the probes were ranked using an empirical Bayesian method [20]. The expression data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) database (series accession number GSE40382).

### siRNA knockdown assay

On-target plus siRNAs (0.2 nMol) were ordered from Dharmacon (Pittsburgh, PA) (S2 Table) and resuspended according to manufacturer’s instruction. Each on-target plus siRNA contains four different siRNAs for the target gene. To knock down gene expression, 50nM siRNA and 0.25 μl Dharmafect 1 were used for each well in a 96-well plate. Triplicate knockdowns were performed and four fields in each well were counted to measure EdU+ cell percentage.

### Statistical analysis

Data were reported as mean ± s.d. unless specifically mentioned. P values were calculated using Student’s t-test (Excel) while the log-rank test and ANOVA were computed using R with the survival package [24].

## Results

### Ts1Rhr has elevated tumor burden and decreased survival

To test possible protective effects of trisomy, we inbred the trisomic segment of Ts1Rhr [5] onto the FVB/N strain to increase susceptibility to the effects of TPA and DMBA. We administered DMBA-TPA treatment to produce two comparing groups of mice: euploid (WT) and FVB.Ts1Rhr (Ts). Carcinogen treatment was administered to all mice at the same stage of skin development during the telogen phase of hair-follicle cycling (8–12 wks old) as susceptibility may vary at different phase of hair growth [25].

In contrast to our expectation based on previous experiments showing reduced tumor incidence and progression in trisomic mice, tumors in Ts mice in this experiment had significantly reduced survival compared to WT littermates (Chisq = 7.2 on 1 degree of freedom, p = 0.007 by Log-rank test) (Fig 1A). Very few mice exhibited distress and thus, most were sacrificed when the largest tumor reached the upper limit of 1.5 cm (see Methods). The median survival was 121 days for Ts versus 167 days for WT groups. We then investigated several properties of growth and transformation. We saw no difference between WT and Ts groups in the timing of tumor initiation; no mouse developed tumors before week 7 and 100% of mice developed tumors by week 12–16 after DMBA treatment for both groups (Fig 1B). However, comparison of tumor burden between the two groups showed that Ts mice developed significantly more tumors than WT mice from 9 weeks post-DMBA (Fig 1C) (ANOVA, p<0.04). The increased tumor incidence in Ts mice persisted through the 18 weeks of the experiment. The ratio of papilloma versus squamous cell carcinoma (SCC) was also not different between the two groups (S1 Fig). Due to relatively early termination of the experiment based on the tumor size restriction, we did not observe any metastasis in our model. In summary, the reduced survival of trisomic mice is correlated with the increased tumor burden compared to WT groups.

**Fig 1:**
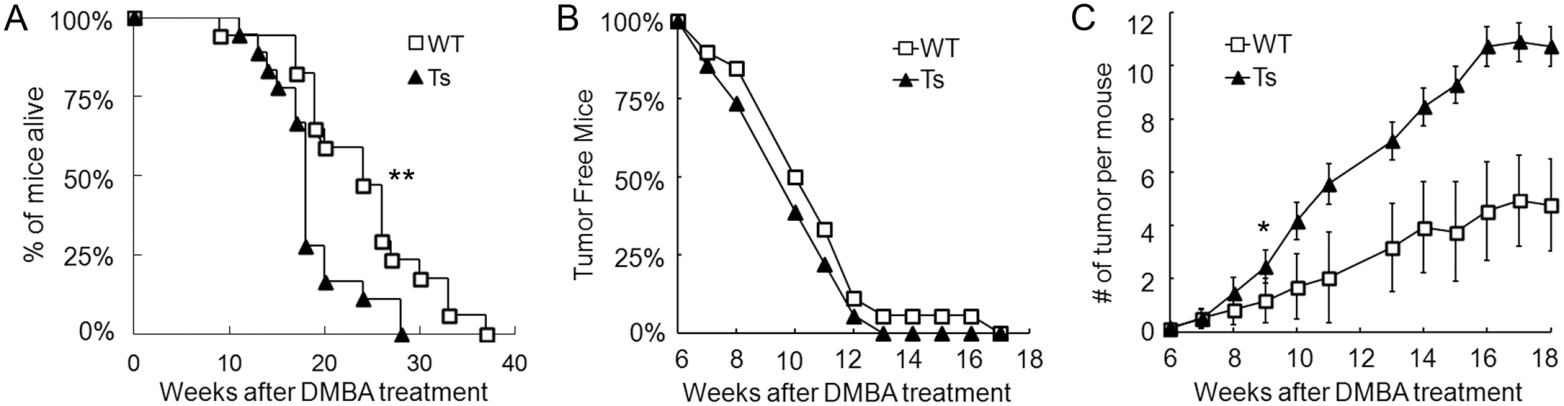
Survival, tumor initiation, and number in DMBA-TPA treated mice. Tumor number and size were measured twice a week from the initial DMBA treatment for 20 weeks. (A) WT (n = 20) survived significantly longer than Ts1Rhr (n = 21) mice. **p = 0.007 by Log-rank test. (B) The tumor initiation plotted versus time (weeks) for WT and Ts1Rhr mice. (C) Tumor number per mouse plotted versus time was not different in Ts and WT mice (error bar is SE). From week 9 on, Ts1Rhr developed significantly more tumors per individual compared to WT (ANOVA, *p<0.04).

### Increased tumor growth and hyperkeratosis in Ts1Rhr induced by TPA *in vivo* and *in vitro*

Next we compared tumor growth rate group-wise as well as individually. Comparing average tumor size of WT and Ts, there was a significant increase of growth in Ts group from week 8 to 11 (T-test *p<0.05) (Fig 2A). After week 12 there was not a statistically significant difference in average tumor size between WT and Ts, partly due to that more newly emerged (smaller) papillomas in Ts mice tend to decrease overall average size. Accordingly, we selected 10 individual tumors each in the WT and Ts groups and plotted the relative growth rate over time (Fig 2B). This analysis showed that Ts tumors grew significantly faster than did WT. We then examined the effect of TPA alone on Ts and WT skin without DMBA treatment. There was no difference in average epidermal thickness in untreated mice (1.78±0.12 μm and 1.78±0.11 μm in WT and Ts, respectively) (Fig 2C and 2D). However, topical application of TPA for three consecutive days produced significantly more epidermal thickening in Ts mice. Average epidermal thickness increased to 5.0±0.7 μm in WT and 5.8±0.8 μm in Ts (p = 0.023) (Fig 2C and 2D).

**Fig 2:**
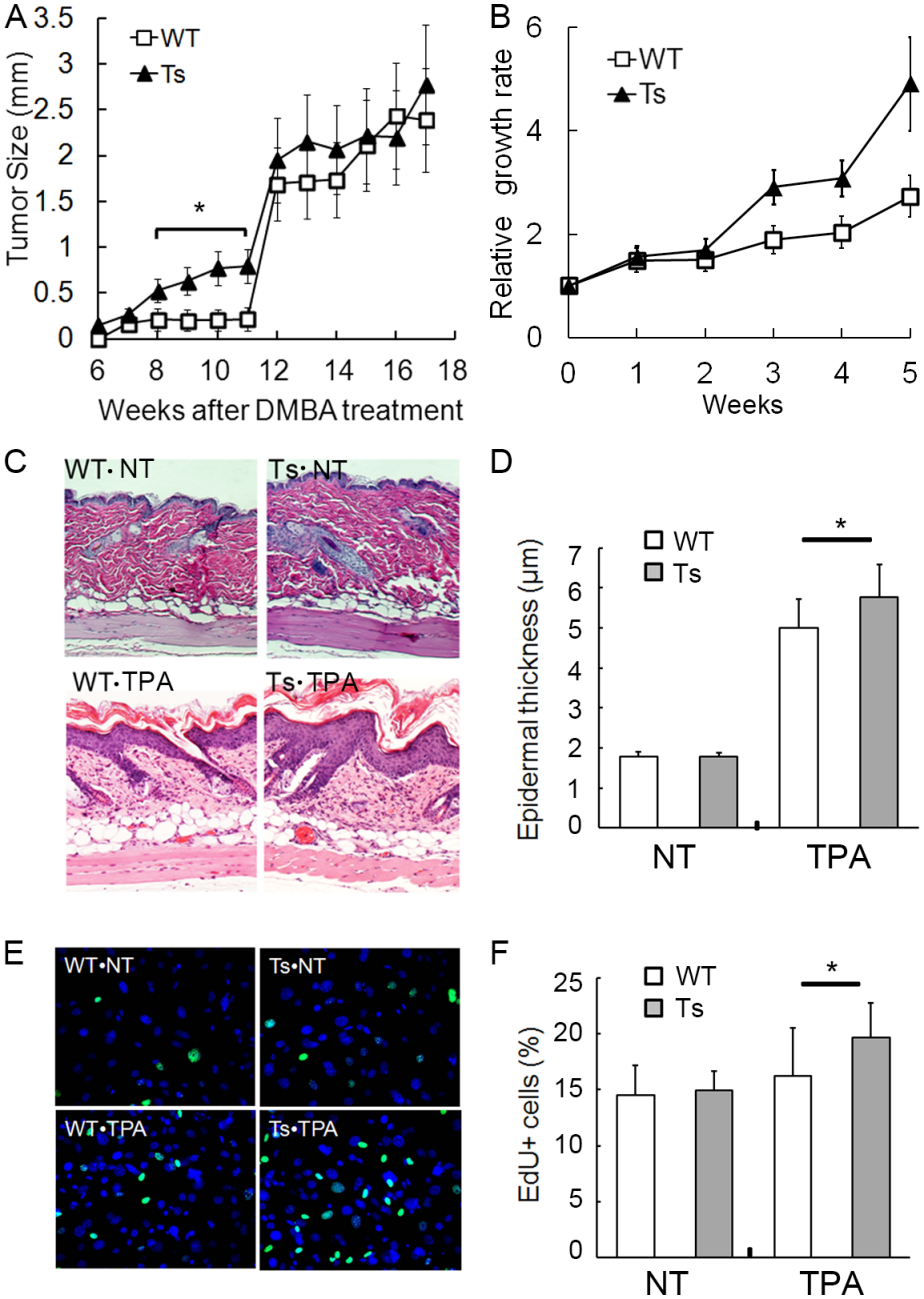
Ts1Rhr mice demonstrate increased proliferation and TPA-induced hyperkeratosis *in vivo* and *in vitro*. (A) The average tumor size (mm) ± S.E. was plotted versus time in WT and Ts groups. * T-test, p<0.05. (B) Tumors showed increased relative growth rate in Ts compared to WT (*p<0.028). (C) H&E stain of WT and Ts skin without TPA treatment (WT-NT and Ts-NT). H&E stain of TPA-treated skin (WT-TPA and Ts-TPA). (D) There is no difference in thickness of the epidermis between WT (n = 12) and Ts (n = 14) without TPA treatment (NT group). The epidermis of Ts (n = 14) is significantly thicker than that of WT (n = 16) (*P = 0.023, T-test). (E) EdU staining of keratinocytes +/- TPA treatment. (F) Quantitation of cells in (2E) showed significantly more EdU positive cells in Ts cultures following TPA treatment (*p = 0.043, T-test). NT, no TPA treatment; TPA, treatment with TPA (see Methods).

The increased responsiveness of trisomic skin to TPA was reflected in isolated keratinocyte cultures (Figures A and B in S1 File). Ts keratinocytes harvested from P1 mice showed increased incorporation of EdU label in culture after TPA treatment compared to WT (Fig 2E and 2F). There was no difference in the number of cycling cells before TPA treatment (Figures A and C in S2 File), a significantly higher percentage of Ts keratinocytes entered S+G2/M phase in response to TPA compared to WT (5.5 vs. 3.2%, *p = 0.034) (Figures B and D in S2 File). This suggests that the trisomic population contained a higher proportion of TPA-responsive cells or that they cycle substantially faster. Thus the in vitro culture findings mirror the in vivo proliferative responses of trisomic and euploid skin to TPA.

### Gene expression profile changes of keratinocytes induced by TPA treatment

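RNA of each genotype was measured on 8 one-color bead arrays, 4 of untreated cultures and 4 of cultures given 0.2 μM TPA, a phorbol ester that activates protein kinase C, for 12 h. The untreated and the treated array with the same replicate number were taken as one culture. Before normalization every Ts array was brighter than every WT array: the median raw signal per array was 198 to 231 in Ts-NT and 228 to 275 in Ts-TPA, against 156 to 170 in WT-NT and 160 to 172 in WT-TPA. Probes with a high detection p, taken here as background, had medians of 138 to 151 in WT and 175 to 239 in Ts. The 95th percentiles overlapped, at 805 to 1313 in WT and 774 to 1198 in Ts. Array background thus goes with genotype, and they cannot be told apart in detection counts or in signals near background. Signals were brought to a log2-like scale with a variance stabilizing model. Each probe was then tested with limma, paired by culture within a genotype and unpaired between genotypes, and a gene was called when at least 1 of its probes had an adjusted p below 0.05. Groups of genes that had been listed in advance were compared with all other genes by camera, with p adjusted over the 26 lists of at least 3 measured genes. Differences between genotypes are given relative to the median of all genes, which was −0.15 for Ts-NT against WT-NT and −0.20 for Ts-TPA against WT-TPA on the log2 scale. This median was taken off after the fit, so limma's p for a single gene tests the fitted difference before that step. A small fitted difference can have the opposite sign. Changes of single genes with TPA are given as fitted, while lists are set against the median of all genes (−0.06 in WT and −0.10 in Ts). Errors of log2 changes are standard errors.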

We used microarray analysis to examine RNA expression levels in resting and TPA-treated keratinocytes from WT and Ts mice (Fig 3A). The array contained 25,697 probes of which 8,794 had intensities greater than the detection threshold (see Methods). Of these, 36 genes showed a significant difference in expression between WT and Ts resting keratinocytes (WT-NT and Ts-NT, respectively). 

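WT-NT arrays detected 8461 ± 401 probes (mean ± s.d., n = 4), WT-TPA arrays 7924, Ts-NT arrays 7212 and Ts-TPA arrays 6869. A probe was kept when its detection p was 0.01 or less on at least 4 of the 8 arrays of 1 genotype. Of the 25,697 probes 8317 were kept, and 7839 of them carry a gene symbol, for 6063 genes. Another 13941 probes were detected on no array. The number detected per array ran from 8031 to 8876 in WT-NT and from 6746 to 7822 in Ts-NT, so the untreated groups did not overlap.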

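*Ncstn*, which encodes a subunit of γ-secretase, fell by 1.01 ± 0.21 on the log2 scale in Ts-NT relative to WT-NT (4 arrays each, adjusted p = 0.0493), while its second probe was not lower. *Luzp1*, a leucine zipper protein of the cytoskeleton, fell by 0.75 ± 0.16 in 1 of its 3 probes (adjusted p = 0.0493). *Lamp2*, a lysosomal membrane protein, and *Sgpl1*, an enzyme that degrades sphingosine phosphate and that was singled out after its values were seen, were called lower by 2 of 4 and 1 of 2 probes, while their brightest probes differed by −0.20 (adjusted p = 0.448) and 0.05 (adjusted p = 0.915). These 4 genes were all that passed among the 6063 tested, none of them higher in Ts-NT. At an unadjusted p below 0.05 there were 927 genes, 148 with a higher and 785 with a lower probe. The direction of the few calls depended on the scaling, with 2 higher and 2 lower after quantile normalization and 2 higher and 4 lower in the authors' values. No gene was called with neqc, without the detection filter, with culture as a random block or on the 8 arrays of the 2 groups alone. A fit with the replicate number as a block counts the untreated and the TPA array of a culture as separate. It called 96 genes, 5 higher and 91 lower. Among these, chosen after their values were seen, are *Tomm22*, an import receptor of mitochondria, which rose by 1.23 (adjusted p = 0.0429), the kinase *Rock1*, which fell by 1.08, and the signaling adaptor *Ywhag*, which fell by 1.22 (adjusted p = 0.0197 each). The split of the blocked calls was 6 higher and 12 lower with neqc, 33 and 26 after quantile normalization, 9 and 20 in the authors' values and 6 and 7 with each array centered, all 4 chosen after seeing the data. No gene was called unblocked when any WT-NT array or Ts-NT replicate 2, 3 or 4 was left out, and 3 genes were called without Ts-NT replicate 1.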

Gene enrichment analysis comparing WT-NT and Ts-NT samples indicated a significant collective upregulation of genes corresponding to the Chr21q22 region in human beings (CHR21Q22 gene set, p < 0.05) (Fig 3B) [26, 27]. This is the region where orthologs of genes triplicated in Ts1Rhr are found, reflecting the expected gene dosage effect. 

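Of 52 measured mouse orthologs of genes in human 21q22, 39 lay above the median of all genes in Ts-NT relative to WT-NT. Their median log2 change was −0.04, or 0.12 above that of all genes (camera p = 0.0133; p = 0.170 with an estimated correlation). None was called over all genes tested; adjusted over the list alone, *Pigp* rose and *Tmem50b*, a membrane protein encoded outside the Ts1Rhr segment, fell by 0.98 relative to all genes. The 17 measured orthologs on mouse chromosome 16 outside the segment, which include *Sod1* for superoxide dismutase, had a median 0.03 above that of all genes (11 of 17 above, adjusted p = 0.954). For the 21 on chromosomes 17 and 10 it was 0.12 (15 of 21 above, adjusted p = 0.485). All 21 genes of the heat map in Fig 3B were higher in Ts-NT, with a median difference of 0.48 before the median of all genes is taken off (0.17 in the authors' values), at 1 probe per gene. Other probes past the filter were lower in Ts-NT for *Cryzl1* (6.46 against 6.70) and *Brwd1* (6.14 against 6.28), as were probes detected on no array for *Igsf5*, *Setd4*, *Col6a1*, *Vps26c* and *Ttc3*. For the 11 genes of the heat map that passed the detection filter the differences ran from 0.03 for *Cbr3* to 0.91 for *Pigp*, and the other 10 lie near background, with *Mx2* detected on 1 of 16 arrays and *Pde9a*, *Clic6* and *Ripply3* on none. The heat map was drawn from these arrays and the paper does not state how its 21 genes were picked. It is therefore not independent evidence of their direction. The members of the CHR21Q22 set are not given in the sources used here, so orthologs listed from the mouse map stand in for it. In an exact permutation of the 8 untreated arrays, 2 of 35 splits into 4 and 4, the real one among them, gave a camera p as low, and of the 8 that part all pairs of replicate numbers the lowest other p was 0.0146. That p rose to 0.0561 without WT-NT replicate 3 and to 0.200 without the detection filter.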

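The 14 measured genes of the Ts1Rhr interval had a median log2 change of 0.11 in Ts-NT relative to WT-NT, 0.26 above that of all genes. Only *Hmgn1*, a nucleosome binding protein, lay below the median of all genes, at −0.33 ± 0.33 (n = 4 per group), and the other 13 lay above it. Against all other genes the interval was higher as a group at the preset correlation (camera adjusted p = 0.00266), with an adjusted p = 0.450 with an estimated correlation. In the permutation of the untreated arrays 2 of 35 splits, the real one among them, gave a camera p as low. Of the splits that part all pairs, the lowest other unadjusted camera p was 0.000149, against 0.000102 for the real one. None of the 14 genes was called over all genes tested and 1 was called adjusted over the list alone. In TPA-treated cells 11 of the 14 lay above the median of all genes, with a group median of 0.19 above it (camera adjusted p = 0.0758; 0.974 with an estimated correlation). Markers of fibroblasts moved the same way in the untreated cells, with a mean 0.38 above that of all genes. For the shift of Ts1Rhr interval, Ts-NT vs WT-NT, the adjusted p was 0.0849 without WT-NT replicate 3 and 0.0648 without Ts-NT replicate 1, where the group median dropped to 0.14 above that of all genes.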

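The interval from *Cbr1* to *Fam3b* was listed with 30 genes, of which 28 have a probe on the array and 14 passed the detection filter. Among the 14 that did not, *Dscam*, *Kcnj6*, *Pcp4* and *Sim2*, genes known mostly from neurons, were detected on none of the 16 arrays. *Hlcs*, which attaches biotin to carboxylases, was detected on 1 array, the potassium channel gene *Kcnj15* on 5 and *Vps26c* on 6. Of those that passed, *Hmgn1* and the transcription factor gene *Ets2* were detected on all 16 arrays and *Fam3b* on 6. *Lca5l* and *Sh3bgr* have no probe.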

Among the 32 genes that are trisomic in Ts1Rhr mice, 17 were below the detection threshold. 

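*Pigp*, which acts in the first step of GPI anchor synthesis, had a log2 signal of 9.65 ± 0.29 in Ts-NT and 8.74 ± 0.13 in WT-NT (mean ± s.d., n = 4). Relative to all genes this is a difference of 1.07 ± 0.21. The fitted difference of 0.91, which limma tested, had an adjusted p = 0.101 over all genes. That p was 0.00472 adjusted over the list alone and 0.0327 with the replicate number as a block. A second *Pigp* probe differed by 0.58 (adjusted p = 0.498). *Chaf1b*, a subunit of chromatin assembly factor, differed by 0.79 ± 0.42, the ubiquitin ligase gene *Ttc3* by 0.75 ± 0.28 (0.37 to 0.87 over its 5 probes) and *Brwd1* by 0.64 ± 0.29, with adjusted p from 0.396 to 0.548. Of the other 2 *Brwd1* probes past the filter 1 was lower in Ts-NT and 1 had a mean signal of 6.43 against 6.38. *Ets2* differed by 0.11 ± 0.34 (adjusted p = 0.974). The kinase gene *Dyrk1a* was detected on 1 of 4 Ts-NT and 4 of 4 WT-NT arrays, though its mean signal was 5.99 in Ts-NT and 5.85 in WT-NT. It lies near the detection threshold and was not called (adjusted p = 0.862). After TPA the difference was 0.70 for *Pigp* and 0.89 for *Ttc3* (adjusted p = 0.286 and 0.281; 0.154 and 0.0736 with the block). *Ttc3* was called with the block after quantile normalization in untreated and TPA-treated cells, and in the authors' values in TPA-treated cells, settings chosen after seeing the data. In untreated cells *Pigp* was called in 10 of 27 settings, among them the authors' values and quantile normalization, with adjusted p from 0.00458 to 0.288. It was called in 0 of the 8 settings that leave out 1 array. Among the 10, the blocked scalings and the authors' values with detection on any 4 of 16 arrays were chosen after seeing the data.

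**Figure D1:**
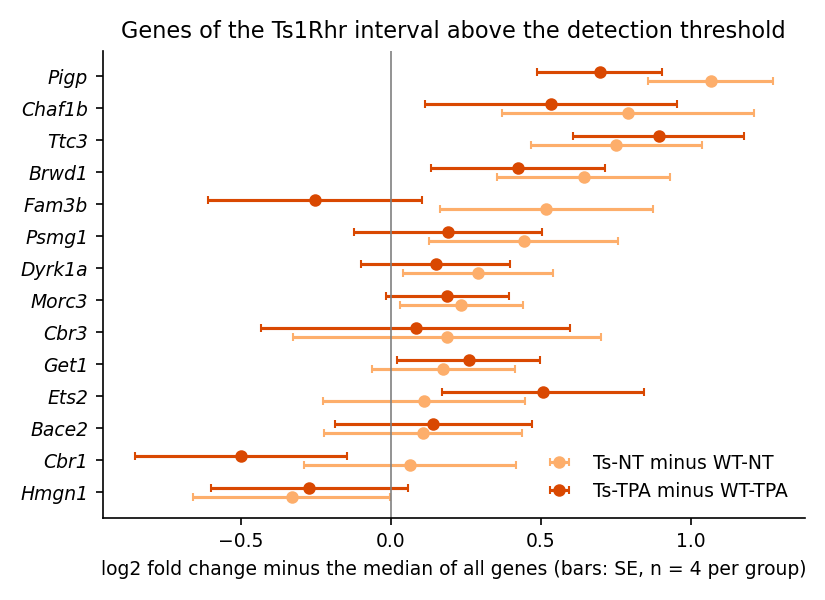
Log2 difference between Ts and WT, minus the median of all genes, for the 14 genes of the Ts1Rhr interval that passed the detection filter; points are fitted differences in untreated (Ts-NT minus WT-NT) and TPA-treated cells (Ts-TPA minus WT-TPA) and bars standard errors, n = 4 per group. In untreated cells 13 of the 14 genes lie above 0, from 0.06 for *Cbr1* to 1.07 for *Pigp*, and *Hmgn1* lies at −0.33.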

When the remaining genes triplicated in Ts1Rhr were considered individually, only *PigP* was significantly overexpressed in TS-NT keratinocytes compared to WT-NT [5]. However, several trisomic genes were significantly upregulated when analyzed by the more sensitive qPCR technique (Fig 3C–3E; Table 1, “Ts” column). 

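Fibroblast markers, genes of the dermal cells that can accompany keratinocytes in culture, had a median 0.39 above that of all genes in Ts-NT relative to WT-NT, with 7 of 8 measured genes above it (camera adjusted p = 0.0173; adjusted p = 0.347 with an estimated correlation). None of the 8 was called over all genes tested; adjusted over the list alone *S100a4*, a calcium binding protein detected on 4 of 4 Ts-NT and 1 of 4 WT-NT arrays, rose by 0.91 ± 0.21. *Sparc*, a matrix protein, differed by 0.53 ± 0.27 and *Vim* by −0.13 ± 0.36. Melanocyte markers (8 genes, 0.28, adjusted p = 0.151) and 3 hair follicle markers (0.46, adjusted p = 0.118) did not pass. Wound keratins and alarmins (0.11) and targets of the antioxidant factor NRF2 (0.06) had an adjusted p of 0.118 each. Of the keratinocyte programs, basal genes lay 0.05 above, cornified envelope genes −0.02 and S phase genes −0.08 from the median of all genes (adjusted p = 0.954 each), and G2/M genes 0.02 above it (adjusted p = 0.828). For the shift of fibroblast markers, Ts-NT vs WT-NT, the adjusted p was 0.131 with neqc, 0.199 after quantile normalization and 0.0694 in the authors' values. It was 0.106 without WT-NT replicate 3 and 0.379 without Ts-NT replicate 2. The list test fry called no list in this comparison.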

No other significantly enriched gene sets were seen when comparing genes expressed differentially in WT-NT and TS-NT.

**Fig 3:**
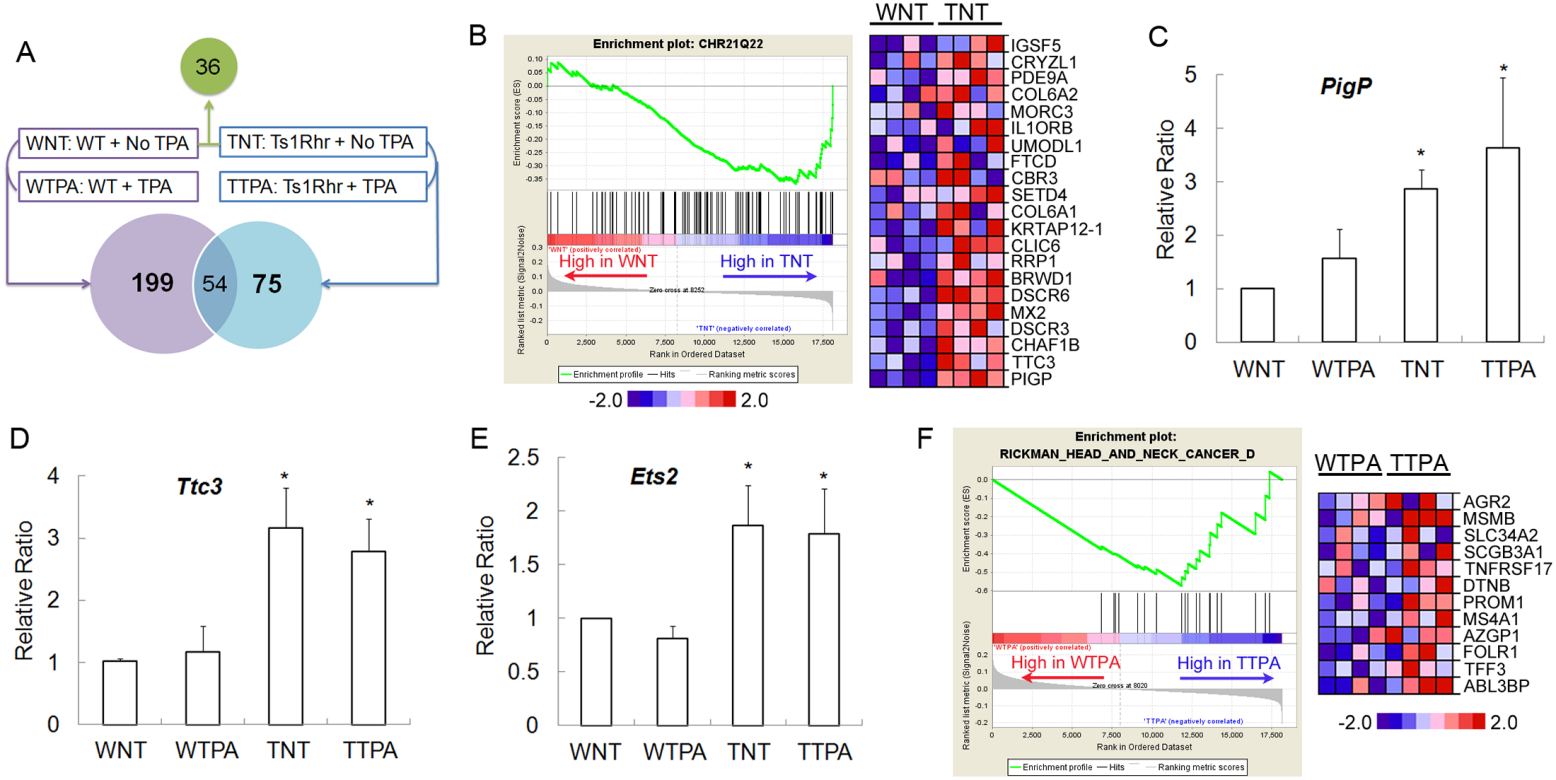
Microarray analysis and RT-PCR validation of gene expression in keratinocytes. (A) TPA treated and untreated keratinocytes isolated from trisomic (Ts) and euploid (WT) mice are compared in this figure (n = 4 in each group). Differentially expressed genes are depicted in the Venn diagram. (B) Gene Set Enrichment Analysis (GSEA) was used to identify gene sets that exhibited significant overlaps with those gene differentially expressed between WT-NT and Ts-NT. Enrichment plot (left panel) and Heat map (right panel) for the Chr21q22 region gene set from GSEA analysis of WT-NT vs. Ts-NT keratinocytes. The relative ratios of transcripts are shown for trisomic genes. (C) *PigP*, (D) *Ttc3* and (E) *Ets2* in WT and Ts keratinocyte cultures before and after TPA treatment (*p<0.01). (F) Gene enrichment analysis found genes in the signature of head and neck squamous cell carcinoma significantly upregulated in the Ts-TPA group vs. WT-TPA (left panel). A heat map shows core genes upregulated in the Ts-TPA group (right panel).

**Table 1:** Relative RNA expression level (qPCR) after siRNA knock-down in Ts keratinocyte (fold change relative to WT).

Target Gene (TG)	Ts	Ts-Scr^a^	Ts-siTG^b^
*PigP*	1.7	2	0.1*
*Ttc3*	2.2	1.2	0.3*
*Ets2*	1.7	1.4	0.8*
*Cbr3*	1.7	2	0.3*
*Chaf1b*	1.4	1.2	0.3*
***Rcan1***^c^	0.9	1.1	0.3*
*Dyrk1A*	1.8	1.6	0.9*
*Kcnj15*	1.4	0.8	0.3*
*Bace2*	1.1	0.9	0.2*
***Elk3***	0.8	0.8	0.4*
***Rab32***	1	1.1	0.1*
***Mmp3***	2.4	2.9	0.5*
***Mmp9***	1.4	1.6	0.2*

* Indicates a significant reduction in gene expression in siRNA treated cells compare to either original cells or si-Scr treated cells (p<0.05).

^a^ Ts keratinocyte treated with scrambled siRNA.

^b^ Ts keratinocyte treated with sets of four target gene siRNAs.

^c^ Genes in bold are disomic in the Ts1Rhr mouse

Pairwise comparison using a normalized p-value of 0.05 as cut off identified 199 genes that were differentially expressed in the WT-no treatment (WT-NT) keratinocyte compared to WT-TPA cells in response to TPA treatment (Fig 3A). 

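In WT cells TPA raised genes of the cornified envelope, the outer shell of terminally differentiated keratinocytes: *Sprr2e* rose by 4.20 ± 0.17 on the log2 scale (adjusted p = 1.81e-06) and *Lce3c* by 3.05 ± 0.20 (adjusted p = 3.74e-05), in each of 4 cultures. Of the 31 measured genes of this list 8 rose, 0 fell and 23 did not pass (13 rose adjusted over the list alone), with a median 0.51 above that of all genes. All 14 wound keratins and alarmins lay above the median of all genes, by 0.86 at their median. Of these, 6 rose (8 adjusted over the list alone), such as the antimicrobial *S100a7a* by 2.41 ± 0.19 and the protease inhibitor *Slpi* by 1.57 ± 0.22. Genes of extracellular proteolysis had a median of 0.66 above that of all genes, and 4 of 18 rose (12 rose and 1 fell adjusted over the list alone), with the collagenase *Mmp13* at 4.45 ± 0.78. All 20 measured genes of G2/M lay below the median of all genes in their mean change, by −0.47 at their median, but in WT replicate 1 alone 12 of the 20 were higher with TPA. Of them *Cdc20*, an activator of the anaphase promoting complex, was called lower by 1 of its 3 probes, and 8 fell adjusted over the list alone. Thrombomodulin (*Thbd*) fell by 1.78 ± 0.17 (adjusted p = 0.000681). These 4 lists passed camera with adjusted p of 1.93e-13, 1.18e-09, 3.21e-07 and 5.69e-06, and had an adjusted p of 0.0782, 0.124, 0.587 and 0.607 with an estimated correlation. A list of 4 interferon response genes lay 0.49 above the median of all genes (adjusted p = 0.0475; adjusted p = 0.607 with an estimated correlation), with none of its genes called and 1 higher adjusted over the list alone. For the shift of interferon response, TPA in WT, the adjusted p was 0.0508 with neqc, 0.0815 after quantile normalization and 0.0602 in the authors' values. It was 0.0583 without WT replicate 3 and 0.112 without WT replicate 4. Tested one by one, 161 genes changed in WT, 96 higher and 65 lower with TPA, and the median size of their change was 1.06. At an unadjusted p below 0.05 the balance was the other way, 562 genes with a higher and 756 with a lower probe. Without WT replicate 1, 2, 3 or 4 the count was 283, 62, 38 or 20, and without pairing by culture it was 23. *Sprr2e*, *Lce3c*, *S100a7a*, *Slpi* and *Thbd* passed in all of these settings. *Mmp13* was not called without WT replicate 2, 3 or 4, nor *Cdc20* without any of the same 3 cultures, without pairing, after quantile normalization or in the authors' values.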

In trisomic keratinocytes, 75 genes were differentially expressed between Ts-NT and Ts-TPA. 

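In Ts cells the collagenase *Mmp13* rose with TPA by 4.46 ± 0.71 (log2, 4 cultures, adjusted p = 0.0157), *Sprr2e* by 3.74 ± 0.29 (adjusted p = 0.000569) and *Lce3c* by 2.51 ± 0.22 (adjusted p = 0.000768). The neutrophil attractants *Cxcl1* and *Cxcl5* rose by 2.83 ± 0.45 and 2.78 ± 0.45 (adjusted p = 0.0158 each), *Cxcl5* from a signal detected on 1 of 4 untreated arrays. *Aqp3*, a channel for water and glycerol in the epidermis, fell by 2.01 ± 0.28 (adjusted p = 0.00759) and was detected on 1 of 4 Ts-TPA arrays. *Car12*, a carbonic anhydrase detected on no Ts-TPA array, was at least 1.21-fold lower. By list, 8 of 31 cornified envelope genes rose (10 adjusted over the list alone), 1 of 14 wound keratins and alarmins (7), 4 of 18 proteolysis genes (11, with 1 lower), 1 of 13 basal keratinocyte genes (3) and 3 of 16 cytokine and NF-kB genes, of which another fell (5, with 1 lower). None of 15 ERK targets (3 adjusted over the list alone), 4 interferon response genes (0) or 20 G2/M genes (1 lower) was called. The medians of these 8 lists, relative to all genes, were 0.29 for the cornified envelope, 0.73 for wound keratins and alarmins, 0.71 for proteolysis, 0.024 for basal genes, 0.26 for cytokines, 0.27 for ERK targets, 0.49 for interferon response and −0.25 for G2/M, of which 12 of 20 genes were higher with TPA in Ts replicate 1. Each passed camera, with adjusted p from 1.61e-11 for the cornified envelope to 0.0372 for basal genes. With an estimated correlation none did, and the adjusted p was 0.342, 0.115, 0.115, 0.519, 0.519, 0.426, 0.426 and 0.599 in the same order. The list calls that ended without 1 Ts culture were ERK targets (replicate 1 or 2), G2/M (replicate 2), basal genes (replicate 2 or 3) and interferon response (replicate 2 or 4). For the shift of ERK feedback and targets, TPA in Ts, the adjusted p was 0.114 and 0.0537, for the shift of G2/M phase, TPA in Ts, 0.171, for the shift of basal keratinocyte, TPA in Ts, 0.0537 and 0.227, and for the shift of interferon response, TPA in Ts, 0.149 and 0.115. Interferon response did not pass after quantile normalization (0.0769) or in the authors' values (0.0691). Gene by gene 64 changed, 42 higher and 22 lower, and with neqc 39 were higher and 11 lower. At an unadjusted p below 0.05, 321 genes had a higher and 610 a lower probe. The count was 32, 27 or 24 without Ts replicate 2, 3 or 4, and 26 without pairing by culture. *Cxcl1* and *Cxcl5* were not called without Ts replicate 3 or 4 or in the authors' values, *Car12* not after quantile normalization or in the authors' values, and *Aqp3* not without pairing.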

Fifty-four of these genes were altered in both genotypes. 

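*Lce3b*, a protein of the late cornified envelope, rose by 2.73 ± 0.20 in WT and by 2.26 ± 0.24 in Ts (log2, 4 cultures each), and *Sprr2d*, another envelope protein, by 2.37 ± 0.17 and 2.65 ± 0.24. The cytokine gene *Il1a* rose by 2.16 ± 0.31 and 2.55 ± 0.35, and *Slc5a8*, a transporter of short fatty acids, fell by 1.74 ± 0.30 in WT and fell by 1.53 ± 0.23 in Ts. In all, 44 genes changed in WT and in Ts, 33 of them higher and 11 lower in both, and 0 in opposite directions. Independent lists with these numbers of rises and falls would share 0.901 genes in the same direction. Of the 181 genes called in either genotype 175 had the same direction in the other, and their changes had a correlation of 0.940 across genes (0.694 over all genes tested); genes are not independent replicates. Leaving out WT replicate 2, 3 or 4 left 28, 23 or 14 shared genes, leaving out Ts replicate 2, 3 or 4 left 26, 26 or 20, and 10 were shared without pairing by culture. *Il1a* was not called in WT without replicate 4, and *Slc5a8* neither in WT without replicate 4 nor in Ts without replicate 3 or 4.

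**Figure D2:**
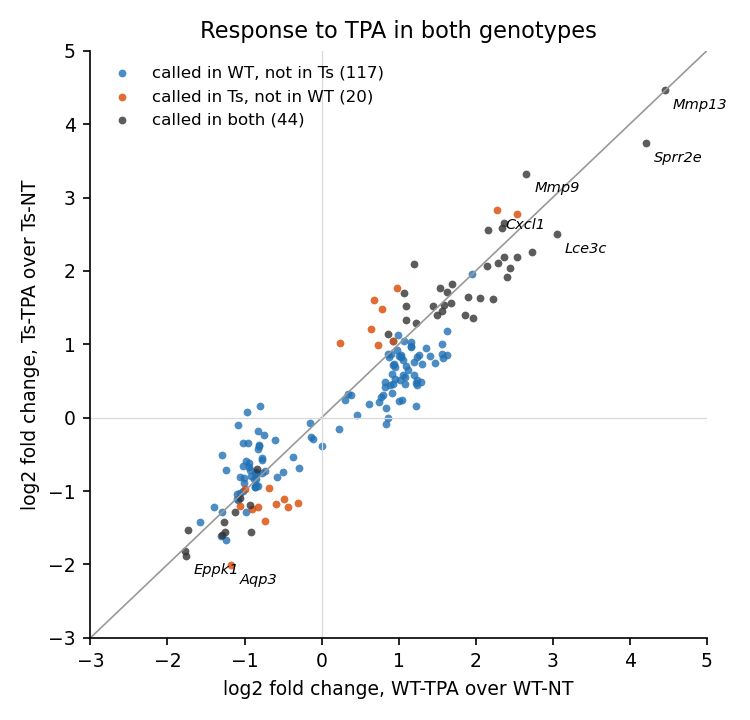
Log2 change with TPA in WT cells (x axis) and in Ts cells (y axis) of the 181 genes called in either genotype, 1 point per gene, with a line of equal change. The 44 genes called in both lie in the upper right (33) or lower left (11) quadrant, 117 genes were called in WT and not in Ts, and 20 in Ts and not in WT.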

Among 21 genes with altered expression only in Ts-TPA-treated cells, *Elk3* [28] and *Rab32* [29] have well known functions in the *Ras* pathway, while *Mmp3* and *Mmp9* are involved in carcinogenesis [30]. 

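*Elk3*, an ETS family transcription factor, differed between TPA-treated and untreated cells by 0.51 ± 0.19 in WT (log2, 4 cultures, adjusted p = 0.175); in Ts it was detected on 0 of 4 untreated and 1 of 4 TPA-treated arrays, so no fold is given there (adjusted p = 0.512). *Rab32*, a small GTPase, differed by 0.70 ± 0.19 in WT (adjusted p = 0.0843) and by 0.69 ± 0.20 in Ts (adjusted p = 0.180). The stromelysin gene *Mmp3* rose by 1.69 ± 0.27 in Ts, where all 3 probes were called (adjusted p = 0.0158), and 2 of the 3 probes were called in WT (brightest probe 1.07 ± 0.29, adjusted p = 0.0878). The gelatinase gene *Mmp9* rose in Ts (fitted change 3.33 ± 0.49, adjusted p = 0.00951) and in WT (2.66 ± 0.58, adjusted p = 0.0466), but its probe was detected on 1 of 4 untreated arrays of each genotype, so the size of these changes rests on a baseline near background. In WT replicate 1 neither *Mmp9* (−0.23) nor the brightest *Mmp3* probe (−0.22) was higher with TPA, and without that culture the WT change of *Mmp9* was 3.62. All 20 genes called in Ts and not in WT had the same direction in WT, 16 of them with an unadjusted p below 0.05 there, and 19 changed more in Ts. Choosing genes called in 1 genotype alone favors a larger change there. The 117 called in WT and not in Ts had a median size of 0.96 in WT and 0.71 in Ts, and 111 had the same direction. The test of the difference in TPA response between genotypes called 0 of 6063 genes with limma (lowest adjusted p = 1.00). At an unadjusted p below 0.05 it gave 278 genes, 4 of the 20 among them. *Mmp3* was not called in Ts without replicate 2, 3 or 4 or in WT without replicate 3 or 4, and *Mmp9* not in WT without replicate 2, 3 or 4, after quantile normalization or in the authors' values. *Rab32* was called in WT and in Ts in the authors' values, in Ts also after quantile normalization and in WT also with an eBayes trend (adjusted p from 0.0252 to 0.436 in WT and from 0.0185 to 0.479 in Ts over all settings). *Elk3* was called in no setting.

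**Figure D3:**
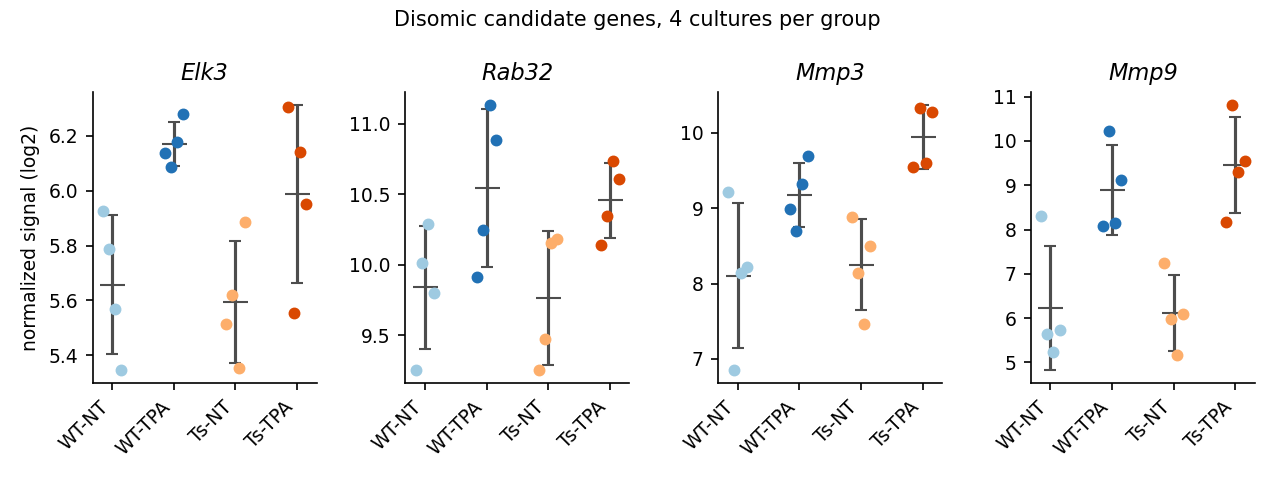
Normalized log2 signal of *Elk3*, *Rab32*, *Mmp3* and *Mmp9* in WT-NT, WT-TPA, Ts-NT and Ts-TPA; points are single cultures, 4 per group, with the mean and s.d. as lines, and each gene has its own axis that does not start at 0. Group means run from 5.59 to 6.17 for *Elk3*, from 9.77 to 10.54 for *Rab32*, from 8.11 to 9.94 for *Mmp3* and from 6.13 to 9.45 for *Mmp9*.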

Comparing transcript profiles of the WT-TPA and Ts-TPA groups, the gene set for an intrinsic group in head and neck squamous cell carcinoma (HNSCC) [31] was significantly up-regulated in TPA-treated trisomic keratinocytes (normalized p-value<0.001) (Fig 3F).

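The heat map in Fig 3F shows 11 genes, among them the secreted proteins *Agr2*, *Tff3*, *Msmb* and *Azgp1*, the stem cell marker *Prom1* and the B cell marker *Ms4a1*. All 11 were higher in Ts-TPA than in WT-TPA, by 0.13 (*Msmb*) to 0.61 (*Tff3*) on the log2 scale and by 0.28 at their median (0.085 in the authors' values), before the median of all genes is taken off and at 1 probe per gene. Second probes of *Scgb3a1* (4.02 against 4.47) and *Azgp1* (4.46 against 4.64) were lower in Ts-TPA. None passed the detection filter: *Dtnb* was detected on 3 of the 16 arrays and the other 10 genes on none. Of the 13941 probes detected on no array, 5% differed between these groups by less than −0.69 and 5% by more than 0.57, and 9 of the 11 genes lie between these bounds; *Folr1* and *Tff3*, above them, were detected on no array themselves. The list was chosen on these arrays, so it is not independent evidence of its direction, and no test was made on it. The full gene set is not given in the sources used here and was not tested.

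**Figure D4:**
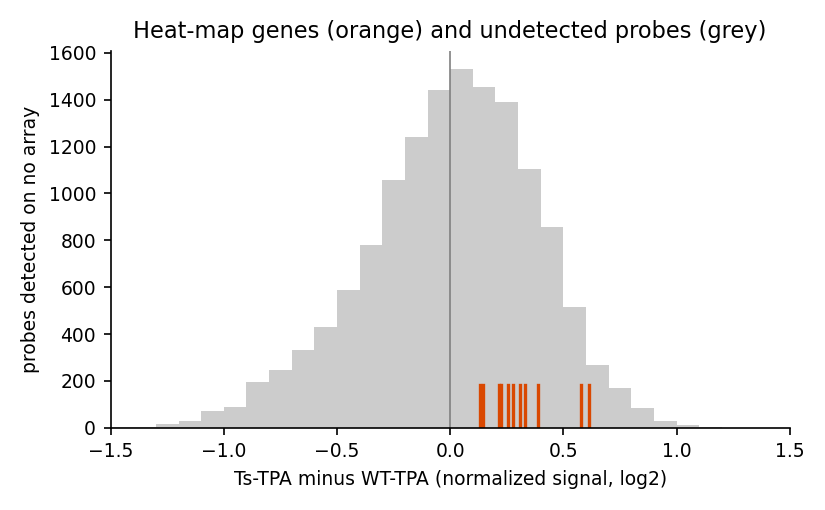
Difference in mean normalized log2 signal between Ts-TPA and WT-TPA (x axis, 4 arrays per group) for the 13941 probes detected on no array (grey bars, number of probes per bin) and for the 11 genes of the heat map in Fig 3F (orange lines, whose height has no meaning). The 11 genes lie between 0.13 and 0.61, and the grey distribution has its median at 0.03.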

### Candidate gene contributions to keratinocyte proliferation

We carried out functional experiments with siRNA to determine whether increased expression of any of 13 candidate genes identified by microarray analysis was associated with the hyperproliferative response of Ts cells to TPA (S2 Table). These 13 genes include 8 that are trisomic in Ts1Rhr; *Rcan1*, an Hsa21 ortholog that is not trisomic in Ts1Rhr but has been reported to interact with the trisomic gene, *Dyrk1a*; and 5 disomic candidate genes (Table 1) that were differentially expressed and whose functions suggest possible contributions to the proliferation response (Figure B in S1 File, S2 Table). 

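Of the 13 genes in Table 1, 12 passed the detection filter and *Kcnj15* did not. Among the trisomic genes, *Cbr3*, a carbonyl reductase, differed between Ts-NT and WT-NT by 0.19 ± 0.51 and the protease gene *Bace2* by 0.11 ± 0.33 relative to all genes (n = 4 per group). *Rcan1*, an inhibitor of calcineurin, differed by 0.02 between the untreated and by 0.13 between the TPA-treated genotypes. With TPA it stood at −0.59 ± 0.17 in WT (adjusted p = 0.109) and −0.53 ± 0.22 in Ts (adjusted p = 0.352). The table was drawn up with these arrays in hand, so its genes are not an independent sample of the genome. From the functions of the disomic candidates, which it found differentially expressed, the paper proposes that they possibly contribute to the proliferation response, and it tests each gene by siRNA.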

Each ON-TARGET siRNA mix includes four different siRNAs per target gene to ensure specific targeting. A scrambled siRNA control (ScrRNA) was included in all experiments as control. All target genes showed significantly reduced transcript levels after siRNA knock down (Table 1).

Next we considered whether increased Ts keratinocyte proliferation was correlated with increased expression of candidate genes. Transfections with siRNAs targeting the trisomic genes *Ttc3*, *Cbr3*, *Kcnj15*, *Bace2* or *Chaf1b* in Ts keratinocytes did not result in a significant change in the percentage of cells showing EdU incorporation after TPA treatment (Fig 4A). Thus, it appears that none of these genes is necessary for hyperproliferation by itself. However, knockdown of the trisomic genes *PigP*, *Dyrk1a*, or of the Hsa21 ortholog, *Rcan1* (*Rcan1* is on Hsa21 but is not among the trisomic genes in Ts1Rhr) significantly reduced proliferation of TPA-treated Ts keratinocytes, suggesting that up-regulation of these genes is a required part of the TPA proliferation response. *Ets2* knock down had a suggestive but not significant effect on proliferation in Ts cells (Fig 4A).

**Fig 4:**
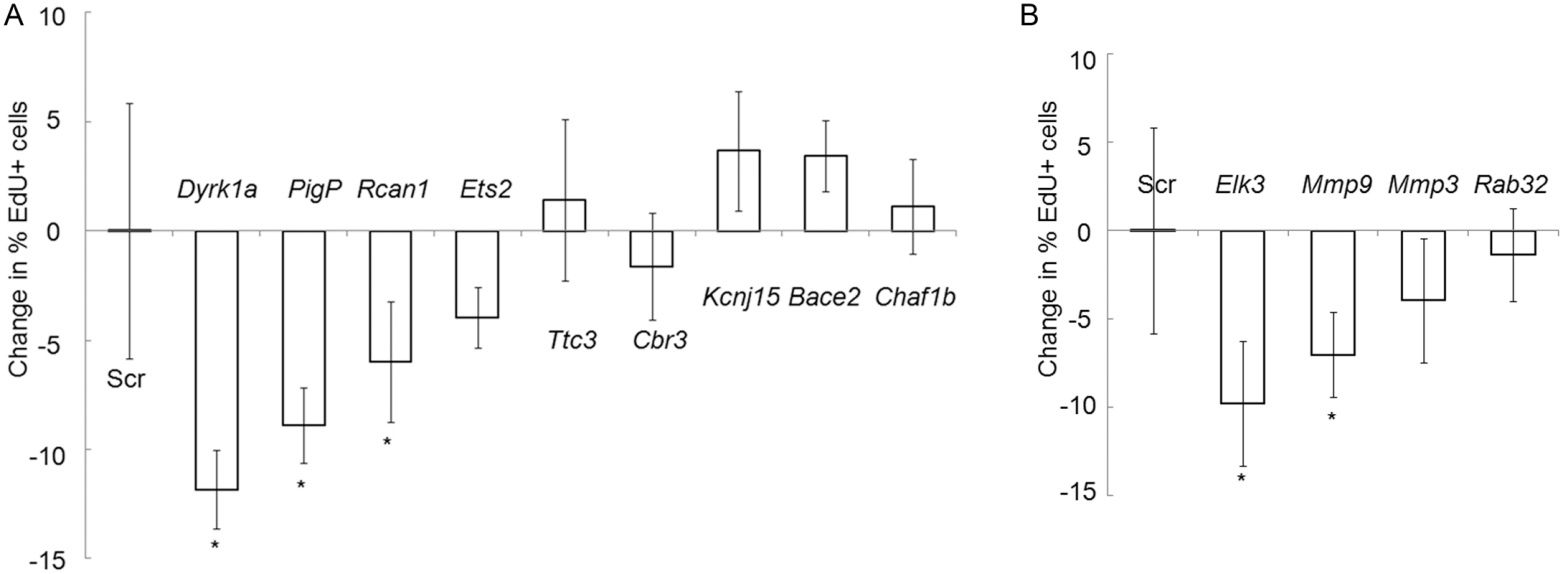
siRNA screening of differentially expressed candidate genes validates effects on TPA-induced proliferation of keratinocytes. The difference in percent EdU positive cells in cultures transfected with the indicated siRNA minus the percent positive after treatment with ScrRNA alone is plotted. (A) The difference in proliferation after TPA when the indicated Hsa21-orthologus gene is targeted. (B) Difference in proliferation with siRNAs directed to disomic candidate genes. * indicates those genes that when knocked down produce significantly decreased or increased TPA-induced proliferation compared to scrambled siRNA (Scr) treated keratinocytes.

We then tested four disomic candidate genes that were overexpressed in Ts compared to WT TPA-treated keratinocytes. 

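*Mmp3* had a log2 signal of 9.94 ± 0.42 in Ts-TPA and 9.18 ± 0.43 in WT-TPA (mean ± s.d., n = 4), a difference of 0.96 ± 0.40 relative to all genes (adjusted p = 0.377). Its other 2 probes differed by 0.30 and 0.03 (adjusted p = 0.928 and 0.879). *Mmp9* differed by 0.76 ± 0.65 (adjusted p = 0.721). For *Rab32* the levels were 10.46 ± 0.27 in Ts-TPA and 10.54 ± 0.56 in WT-TPA, a difference of 0.11 ± 0.29 relative to all genes. As fitted the difference was −0.09, and limma tested that value (adjusted p = 0.920). None of the 3 genes was called between Ts-TPA and WT-TPA in any of 26 settings or with any of the 8 arrays left out, and the lowest adjusted p among those settings was 0.168, for the brightest *Mmp3* probe.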

Knock down of *Rab32* or *Mmp3* did not have a significant effect on proliferation (Fig 4B). However, reduction of either *Mmp9* or *Elk3* transcripts in Ts keratinocytes significantly reduced TPA-induced proliferation.

## Discussion

The genetic mechanisms contributing to malignant transformation are complex and tissue specific. Genetic factors that reduce tumor risk are equally complex and underexplored. The reduction of many tumor types in DS provides one of the best approaches to identify relevant genes and pathways. The observed tumor spectra in individuals with DS and associated mouse models provide a clear example of these principles, as evidenced by an increased incidence of pediatric leukemias [32], the enormous reduction in adult cancers, and the experimentally observed protective effect of trisomy in intestinal adenomas and sarcomas [3, 4]. This study shows another exception to the general observation of reduced solid tumors in DS. We found that a DS mouse model which has reduced incidence for some kinds of solid tumors had a susceptibility to papilloma formation in a chemical carcinogenesis model.

Chemical carcinogenesis in mouse skin is a well-established method to study mechanisms of skin tumorigenesis and to evaluate modifying factors. The tumorigenesis process in this model mimics aspects of human skin carcinoma formation and reflects clearly defined stages of tumor formation in people. Thus the model supports quantification of the effects of modifying factors. The work presented here extends these observations about differential genetic effects, as trisomy for a 32 gene interval orthologous to Hsa21 increased skin tumor multiplicity, contrasting with our previous reports showing that the same regions represses intestinal adenomas [3]. Specifically, our observation indicated that trisomy did not affect initiation as well as malignant transformation, but significantly increased TPA induced growth. This suggests that the trisomic population contained a higher proportion of TPA-responsive cells or that they cycle substantially faster. Our in vitro culture findings mirrored the in vivo proliferative responses of trisomic and euploid skin to TPA.

The discrepant effects of trisomy in various tumor types could reflect tissue specific gene expression, thus we found it useful to specify gene function in defined context. For example, increased dosage of the *Ets2* gene is strongly correlated with protection against intestinal adenomas in *Apc*^*Min*^ mice [3], but is neutral with respect to longevity in the NP-cis cancer model [4]. Here, we found that *Ets2* dosage had a small positive effect on TPA-induced proliferation of Ts1Rhr keratinocytes, a fundamental step in progression of skin cancer. Another example involves *Dyrk1a* and *Rcan1*, both of which are calcineurin pathway regulators. They have been reported to suppress growth of tumor xenografts by inhibiting angiogenesis due to overexpression in host Ts65Dn trisomic mice [7]. In keratinocytes, knocking down *Dyrk1a* expression reduced proliferation. Although we did not perturb Dyrk1a dosage in our in vivo model, it is worth being cautious of its role in tumorigenesis in skin tumors. *Rcan1* is not trisomic in Ts1Rhr mice. Knockdown of *Rcan1* in keratinocytes resulted in reduced keratinocyte proliferation, indicating that it might promote proliferation if overexpressed. Previous studies show that two different *Rcan1* isoforms had opposite effect on tumorigenesis [33, 34], thus we speculate that the oncogenic isoform could be favoured in skin tissue.

Disomic genes are widely dysregulated by trisomy and these effects are evident here [35, 36]. 

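*Spty2d1*, which encodes a histone chaperone and is disomic in Ts1Rhr, was detected on no Ts-TPA array. It was at least 1.82-fold lower in Ts-TPA than in WT-TPA before the median of all genes is taken off (adjusted p = 0.0206). It was the only gene called between these groups without a block, and 1052 had an unadjusted p below 0.05, 97 with a higher and 960 with a lower probe. In the fit with the replicate number as a block, the untreated and the TPA array of a culture count as separate. That fit called 141 genes, 5 higher and 136 lower in Ts-TPA. Among them, chosen after their values were seen, are the actin capping protein *Capza1*, at least 1.69-fold lower and detected on no Ts-TPA array (adjusted p = 0.0103), the GTPase *Arf6*, which fell by 1.16 (adjusted p = 0.0168), and *Prr9*, a proline rich epidermal protein, which rose by 1.35 (adjusted p = 0.0425). The blocked split was 0 higher and 3 lower with neqc, and 1 and 22 in the authors' values. It was 1 and 4 after quantile normalization and 2 and 6 with each array centered, all chosen after seeing the data. No gene list was called between Ts-TPA and WT-TPA, by camera or fry; the lowest adjusted p next to that of the Ts1Rhr interval belonged to G2/M genes, of which 15 of 20 lay above the median of all genes. In the TPA response, Ts minus WT, the wound keratins and alarmins lay −0.16 from the median of all genes (adjusted p = 0.0230; adjusted p = 0.538 with an estimated correlation), with 3 of 14 above it. *Spty2d1* was not called after quantile normalization, in the authors' values, or without WT-TPA replicate 2 or 4 or Ts-TPA replicate 2 or 3, which left 0 genes each. Without Ts-TPA replicate 1 there were 45 genes and without Ts-TPA replicate 4 there were 4. For the shift of wound keratins and alarmins, TPA response, Ts minus WT, the adjusted p was 0.294 with neqc and 0.153 after quantile normalization. It was 0.136, 0.0518 and 0.0534 without WT replicate 2, 3 and 4, and 0.277 and 0.0721 without Ts replicate 1 and 3.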

Mutagenesis of *Ras* family protooncogenes, resulting in aberrant upregulation of the *Ras* signalling pathway, is a critical step for formation of skin tumors in the DMBA-TPA model [13]. We found that *Elk3* [37], which is a *Ras*-*Erk* activated transcription factor, was overexpressed in Ts1Rhr keratinocytes following TPA. 

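*Elk3* had a log2 signal of 5.99 ± 0.32 in Ts-TPA, 6.17 ± 0.08 in WT-TPA, 5.59 ± 0.22 in Ts-NT and 5.66 ± 0.26 in WT-NT (mean ± s.d., n = 4). Between Ts-TPA and WT-TPA the fitted difference was −0.18 ± 0.20, or 0.02 relative to the median of all genes (adjusted p = 0.700). Its probe was detected on 1 of 4 Ts-TPA, 4 of 4 WT-TPA, 0 of 4 Ts-NT and 2 of 4 WT-NT arrays, so these levels lie near the detection threshold. Over 26 settings the difference ran from −0.29 to 0.03, and none called it. A second *Elk3* probe, detected on no array, stood at 5.38 ± 0.24 in Ts-TPA and 4.76 ± 0.39 in WT-TPA.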

The *Elk3* gene, knockdown of which produced the largest decrease in TPA proliferation of any disomic gene, is an ETS family transcription factor and, thus, is capable of recognizing the same core consensus DNA binding site as *Ets2*, which is trisomic in Ts1Rhr. Increased expression of *Mmp9*, a gene that is transcriptionally regulated by ETS family transcription factors, has been reported to promote breast cancer progression [38]. 

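The signal for *Mmp9*, which degrades collagen of the basement membrane, was 8.89 ± 1.01 in WT-TPA against 6.23 ± 1.40 in WT-NT, and 9.45 ± 1.08 in Ts-TPA against 6.13 ± 0.86 in Ts-NT (mean log2 signal ± s.d., n = 4). The probe was detected on 4 of 4 arrays of each TPA-treated group and on 1 of 4 arrays of each untreated group. The increase was called in 15 of 15 settings in Ts and in 7 of 15 in WT. WT-NT replicate 1, at 8.31, stood apart from the other 3 untreated WT cultures, which lay between 5.23 and 5.74. The tumors were not analysed here.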

We found *Mmp9* to be significantly up-regulated in TPA-treated keratinocytes, 13 fold higher in WT SCC than in normal WT skin and higher still in Ts SCC (Figures A and B in S3 File). Knockdown of *Mmp9* levels significantly reduced the TPA proliferation response in Ts keratinocytes (Fig 4B).

Trisomy is protective against many solid tumor types, thus this unexpected increase in trisomic susceptibility may have implications for clinical care of people with DS. This finding contrasts with previous epidemiological reports from people which describe reduced “skin cancer” incidence or mortality in DS, although the number of cases in these few reports are small and the specific kind of skin cancers is not defined. Here we examine a skin cancer model based on chemical carcinogenesis. While this model has well-characterized parallels with skin cancer progression in people, the initiating events are clearly distinct from the origins of most human skin cancer. The discrepancy between our results and human reports of DS resistance to skin cancer might also derive from the fact that the mouse model we used is trisomic for a relatively small subset of the genes that are trisomic in a person with DS.

Given the multiplicity of different causes for different cancers, it is not terribly surprising that protective effects of trisomy 21 (and mouse models of it) involve diverse mechanisms with greater or lesser effects in different types of cancer. However, genes found to promote or inhibit tumor growth in a “sensitized” DS model might have corresponding effects if alleles exist that are relatively over-expressed in people without DS and it would be useful to screen for such variants. The use of trisomic mouse model to study the genetics of people with DS will further our understanding of the mechanisms that underlie both protection and susceptibility to different forms of this disease.

## Supporting Information

S1 Fig There is no difference in malignant conversion ratio between WT and Ts1 mice.

S1 File Characterization of keratinocyte cultures. Immunostaining of keratinocyte with anti keratin-17 (K17) antibody (left) shows the homogeneity of the culture. (Right) Vimentin staining of keratinocyte cultures identifies less than 10% of the cells as fibroblasts (**Figure A**). Flow chart of keratinocyte experiments (**Figure B**).
(TIF)

S2 File Example of cell cycle measured by flow cytometry. Ts keratinocyte cell cycle without TPA treatment (**Figure A**). Ts keratinocyte cell cycle with TPA treatment (**Figure B**). Untreated trisomic and euploid keratinocyte cultures showed no difference in the percentage of cells in S+G2/M phase (**Figure C**). Trisomic keratinocyte cultures had a higher percentage of cells in S+G2/M phase than did euploid cultures after TPA treatment (*p = 0.034, T-test) (**Figure D**). For C and D, 5 independent keratinocyte cultures each from WT and Ts1Rhr were analyzed for DNA content in parallel by flow cytometry.
(TIF)

S3 File Mmp9 expression is elevated in trisomic mouse tissues. *Mmp9* expression level in WT normal skins (n = 6) and SCCs (n = 13). *P<0.001 by T-test (**Figure A**). *Mmp9* expression level in WT SCCs (n = 13) and Ts1Rhr SCCs (n = 14). *P = 0.038 by T-test (**Figure B**). Error bars show standard deviation. All RT-PCR reactions were repeated 3 or more times.
(TIF)

S1 Table List of Taqman probes and SYBR primers for RT-PCR.

S2 Table Gene list of siRNA targets from Dharmacon.

How the deposited data were processed for this re-analysis (not part of the article)

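Keratinocyte RNA was measured on 16 Illumina MouseRef-8 arrays in 1 color, 4 each for WT-NT, WT-TPA, Ts-NT and Ts-TPA, with 1 array per culture and treatment and no column of any other sample. The deposited raw table holds an intensity and a detection p-value for each of 25697 probes on each array. The authors' p-value compares a probe with the negative control probes of the same array, which are not in the table, and moves in steps that fit 798 such probes. The authors also deposited log2 values made with vsn from the raw intensities, without a detection filter. In every array these are a monotone transform of that array's raw signals (rank correlation 1), with a signal of −71.4 to 94.4 added before the logarithm. Scanner software, slide, and the versions of vsn and limma that the authors used are not given in the sources used here.

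All results start from the raw intensities. The vsn package was not at hand, so its model was written anew in R 4.3.3: an arsinh transform with an offset and a factor per array, fitted by robust maximum likelihood on a share of 0.9 of the probes in 7 rounds and 10 strata of signal. Its values have a correlation of 0.958 to 0.964 with the authors' values. The methods' filter was read as keeping a probe with a detection p of 0.01 or less on at least 4 of the 8 arrays of 1 genotype. Probes were named from the array's annotation through the gene table: 23978 have 1 gene symbol and 1719 have none and are not counted as genes. No coordinates were used.

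Linear models were fitted with limma 3.58.1 (lmFit and eBayes), and p was adjusted by Benjamini and Hochberg over all probes tested, with a threshold of 0.05. A gene was called when any of its probes passed, and its values come from the probe with the highest mean. TPA was tested within each genotype on 8 arrays with the culture as a block. Genotypes were compared on all 16 arrays with the means of the 4 groups and no block. That fit, with or without the replicate number as a block, counts the untreated and the TPA array of a culture as separate. The difference in TPA response between genotypes was fitted with the 8 cultures as blocks. Gene lists were tested on 1 probe per gene with camera (preset correlation 0.01, and again with an estimated correlation), which sets a list against all other genes, and with fry, which sets it against no change, and p was adjusted over the lists of each comparison. statmod 1.5.0 served the fit with culture as a random block. Where a gene was undetected on all arrays of its dimmer group, its fold is a lower bound against the level at which probes are detected and is written as at least. The median of all genes is not taken off these folds.

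The comparisons, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined, and the text says where a choice came later. Named are the genes of Table 1 and of the paper's results, the Ts1Rhr and sex-linked genes, for each comparison the 10 largest rises and 10 largest falls among called genes that moved the same way in every pair or did not overlap, up to 4 called members of each list (or the 2 with the lowest p), and the genes of the heat maps. The paper's own values had been read when the rule was written. The lists were the Ts1Rhr interval, 21q22 orthologs on mouse chromosome 16 outside it and on chromosomes 17 and 10, basal keratinocyte, spinous differentiation, cornified envelope, wound keratins and alarmins, S phase, G2/M phase, AP-1 and immediate early, ERK feedback and targets, EGFR ligands, extracellular proteolysis, cytokines, chemokines and NF-kB, interferon response, PKC pathway, NRF2 antioxidant response, calcineurin-NFAT, cholesterol and fatty acid synthesis, p53 targets, ER and heat stress, ribosomal proteins, and markers of fibroblasts, melanocytes, hair follicle, Merkel and simple epithelial cells. Markers of immune cells (2 genes past the filter), endothelium (1), adipocytes (2) and skeletal muscle (0) had fewer than 3 measured genes and were not tested, and sex-linked genes (2) are given as values.

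Whether the replicate numbers pair the arrays was checked from the deviations of each array from its group mean. Across genotypes arrays of the same number had correlations of 0.52, 0.32, 0.36 and 0.29 untreated and 0.57, 0.54, 0.34 and 0.24 with TPA, and an array correlated best with its own number in 22 of 24 comparisons of 2 groups. Between the untreated and the TPA array taken as one culture they were 0.41, 0.45, 0.45 and 0.19 in WT. In Ts they were 0.31, 0.19, 0.24 and 0.07. For Ts replicate 4 another number correlated better (0.0998), so the check does not back the pairing of that culture. In Ts each value was below that of the same number across genotypes, untreated or with TPA. The check therefore cannot tell a shared culture from another factor that goes with the number. The methods pair the arrays of one genotype by the source of the cells; what a number shares across genotypes is not given in the sources used here. Because all correlations across genotypes exceed 0.1, results with the replicate number as a block are given where they change a call.

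The models were tested on simulated data with 200 of 8317 probes changed, in 5 runs. At a log2 change of 1 they called 48.1% of changed probes between Ts-NT and WT-NT, 41.8% for TPA in WT, 23.9% for TPA in Ts and 16.7% for the difference in TPA response, and at a change of 2 between 77.9% and 95.5%. False calls came to between 2.4 and 4.6 per run. The simulated noise was independent between probes, so neither these counts nor the list runs below show what correlated genes would give. A list of 14 genes shifted by 0.58 had an unadjusted camera p below 0.05 in 5 of 5 runs of each comparison, and an unshifted list did in 1 of 5 runs for the difference in TPA response and in 0 of 5 for the other comparisons. Alternatives tried were neqc (offset 16), quantile normalized log2 signals, the authors' values, other detection filters, an eBayes trend, unadjusted p, other blocks and models, the mean of a gene's probes, and leaving out each array or culture. The qPCR, siRNA, tumor and EdU experiments have no values in the deposited arrays and are not analysed here.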

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

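The tests in this part were set before their results were seen, except the separate count of splits that part all pairs, the shuffled and random controls and the look at sex-linked genes in the pairing pattern and the fit with 1 spread for all 16 arrays, which were chosen after. In 15 of 212 groups of 4 values, 1 sample stood so far from the other 3 that its gap exceeds Dixon's 95% critical value, and chance does that in about 1 in 20 groups. They are 9 of 104 list means, 3 of 52 list changes, 3 of 48 gene levels and 0 of 8 array measures. The list means (log2, with the range of the other 3) are, in WT-NT, cornified envelope in replicate 2 at 9.57 (9.02 to 9.11), EGFR ligands in replicate 4 at 7.98 (8.37 to 8.42) and interferon response in replicate 1 at 7.98 (7.21 to 7.27). In WT-TPA they are cornified envelope in replicate 2 at 10.53 (9.87 to 9.97), ERK targets in replicate 2 at 9.33 (8.75 to 8.85) and ER and heat stress in replicate 3 at 10.07 (9.84 to 9.86). S phase stood apart in Ts-NT replicate 1 at 8.03 (7.36 to 7.47), the Ts1Rhr interval in Ts-TPA replicate 1 at 8.23 (7.57 to 7.62) and ERK targets in Ts-TPA replicate 1 at 8.91 (8.65 to 8.69). Among TPA changes, S phase in WT replicate 2 was −1.04 (0.03 to 0.19), Merkel markers in WT replicate 1 were 1.06 (−0.04 to 0.14) and EGFR ligands in Ts replicate 2 were 0.61 (0.05 to 0.13). Single genes were *Chaf1b* in Ts-NT replicate 1 at 9.03 (8.15 to 8.30), *Rcan1* in WT-NT replicate 1 at 8.59 (9.14 to 9.18) and *Mmp9* in WT-NT replicate 1 at 8.31 (5.23 to 5.74).

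Lists that the paper does not report moved with an adjusted camera p below 0.05 at the preset correlation, none of them with an estimated one. Their medians relative to all genes were 0.39 for fibroblast markers in Ts-NT against WT-NT. With TPA in WT they were 0.51 for the cornified envelope, 0.86 for wound keratins and alarmins, 0.66 for proteolysis, 0.49 for interferon response and −0.47 for G2/M. With TPA in Ts they were 0.29, 0.73, 0.71, 0.49 and −0.25 for the same lists, 0.024 for basal genes, 0.27 for ERK targets and 0.26 for cytokines. For the TPA response, Ts minus WT, wound keratins and alarmins lay −0.16 from the median of all genes (test of the interaction by camera, adjusted p = 0.0230). As many lists were called in 25 of 35 splits of the cultures, and no single gene passed the interaction test.

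Results were set against other splits of the arrays. Between genotypes the replicate numbers pair the arrays, and of the 35 splits only 8 part all 4 pairs as the real one does, too few for a share under 0.05; the other 27 put both arrays of a pair on one side. Of the splits that part all pairs, the highest other was 0 genes against the 4 between Ts-NT and WT-NT (1 in the other 27; 1 of 35 called as many) and 2 lists against 2 (8 in the other 27; 19 of 35). The lowest other camera p was 0.000149 against 0.000102 for the Ts1Rhr shift (1.3e-05 in the other 27; 2 of 35 as low) and 0.0146 against 0.0133 for the 21q22 shift (0.000901; 2 of 35). Between Ts-TPA and WT-TPA it was 0 genes against 1 (40 in the other 27; 5 of 35), and for the difference in TPA response 2 lists against 1 (6; 25 of 35). The 0 lists between Ts-TPA and WT-TPA (highest other 8) and the 0 genes of the difference in TPA response (highest other 2) are reached by every split, 35 of 35 each, so splits say nothing about them. For the 44 genes shared by the TPA responses the highest other of 64 joint splits is 0 (1 of 64). Every exchange of the treatment within a genotype called 0 genes, so those joint splits could share none. The share therefore does not test the overlap itself. Split together by replicate number, the cultures give 8 splits, too few. Between Ts-TPA and WT-TPA 1 split called 40 genes and another 19; the split with 40 sets replicates 1 and 2 of both genotypes against replicates 3 and 4, which points to a structure of the samples, and the value with the replicate number as a block is 141. Too few splits, 8 each, exist for 6 more counts: 161 genes (highest other 0; 1 of 8) and 5 lists (9; 5 of 8) for TPA in WT, 64 genes (0; 1 of 8) and 8 lists (7; 1 of 8) for TPA in Ts, and the blocked 96 and 141 genes between genotypes (0 and 0; 1 of 8 each), where every split parts all 4 pairs.

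The 11 genes of the heat map in Fig 3F were all higher in Ts-TPA than in WT-TPA, and 10 of them were detected on no array. Of the probes detected on no array 24.1% differed by the median of the 11 genes or more (23.2% in the authors' values), so the background of undetected probes may give differences of this size in genes picked for being higher. A scaling that lifts undetected probes of the Ts arrays cannot be told apart, since 53.2% of them were higher in Ts-TPA (56.6% in the authors' values), between the bounds set for it in advance. A difference in expression between the genotypes stays open as well, because these signals lie at background.

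TPA called 161 genes in WT and 64 in Ts, a ratio of 2.52. Smaller changes in Ts are argued against as the whole cause: over 631 genes called for the mean change of both genotypes the median ratio of the Ts to the WT change was 1.02 (0.925 to 1.14 without 1 culture), and 305 changed less in Ts. With 1 spread for all 16 arrays the counts were 126 and 120, a ratio of 1.05, which is consistent with a larger spread between the Ts cultures (median residual SD 0.300, against 0.260 in WT). Whether that spread comes from the genotype or from the handling of the cultures was not tested.

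Arrays with the same replicate number deviate together across genotypes, with 0.238 as the lowest of 8 correlations, although the lines come from different pups. The sex of the pup cannot be told apart: leaving out the X and Y chromosomes, 2.84% of the probes, kept the lowest at 0.234 but could hardly have moved it, and in all 4 groups *Xist* was lowest in replicate 2 (4.27, 4.41, 5.02 and 4.42) and the Y-linked *Kdm5d* in replicate 3 (4.70, 4.96, 4.99 and 5.17), at signals near background. Signal strength of the array cannot be told apart: the lowest was 0.0288 after its removal, but shuffled array medians took it as low in 19 of 100 draws and to 0.1 or less in 27. The same holds for fibroblasts and melanocytes in the cultures (lowest −0.0543), where random pairs of genes took it as low in 65 of 100 draws and to 0.1 or less in 92. A shared litter or day of culture could give the same pattern and is not given in the sources used here.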

How the results depend on the processing

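The alternatives were set before the data were examined except those named as added, which were chosen after seeing them, and the cause of each change below was not tested unless given. For the 14 main results, 115 alternative values stayed within 1.5 times the count or on the same side of the threshold, 94 counts moved by more, 4 tests no longer passed and 0 reversed relative to all genes. Before the median of all genes is taken off, the median of the Ts1Rhr genes changed sign without Ts-NT replicate 1, and that of the 21q22 orthologs was above 0 with neqc, after quantile normalization and in the authors' values. Of 386 values of named genes 66 were called; over the alternatives these were called in the same direction 699 times and not called 270 times, with 0 reversed, and of 6270 values of genes not called 120 passed, 0 of them in the opposite direction. The genes between Ts-NT and WT-NT, 4 in the main result, were 0 with neqc, 0 without detection filter, 0 with culture as a random block, 0 on the 8 arrays of the 2 groups alone, 927 at an unadjusted p, 493 in the additive model and 96 with the replicate block. Added settings gave 0 for detection on any 4 of 16 arrays, 0 with arrays centered, and, with the replicate block, 13 centered, 18 with neqc, 59 after quantile normalization, 29 in the authors' values and 28 in those with detection on any 4 arrays. Of the 96 blocked calls 17 were shared with neqc, 31 with quantile, 21 with the authors' values and 12 with centered arrays. TPA in WT (161) gave 327 with an eBayes trend, 1317 at an unadjusted p and 23 with no replicate block; TPA in Ts (64) gave 111, 931 and 26, and 120 with the added spread shared by all 16 arrays; genes in both (44) were 88, 495 and 10. Between Ts-TPA and WT-TPA (1) there were 2 with neqc, 0 after quantile normalization, 0 in the authors' values, 64 without detection filter, 4 with a trend, 1052 at an unadjusted p, 0 on the 8 arrays alone and 141 with the replicate block. Added settings gave 0 centered, 0 in the authors' values with any 4 arrays, and, blocked, 8 centered, 3 with neqc, 5 after quantile normalization, 23 in the authors' values and 19 with any 4 arrays. Of the 141 blocked calls 3, 4, 21 and 8 were shared with neqc, quantile, authors' values and centered arrays. The difference in TPA response (0) gave 278 at an unadjusted p and 0 in the other settings. Lists between Ts-NT and WT-NT (2) were 1 with neqc and 1 in the authors' values; lists between Ts-TPA and WT-TPA (0) were 1 after quantile normalization and 2 with the mean of the probes; the 1 list of the difference in TPA response was 0 with neqc and 0 after quantile normalization. With an estimated correlation camera called 0 lists in each of the 5 comparisons. The same setting ended the call of the Ts1Rhr shift (median 0.11) and of the 21q22 shift (−0.036), and the latter also ended without detection filter (−0.013) and without WT-NT replicate 3. Adjusted over the lists, the shift of Ts1Rhr interval, Ts-NT vs WT-NT, also missed the threshold without WT-NT replicate 3 (adjusted p = 0.0849) and without Ts-NT replicate 1 (adjusted p = 0.0648). Over the other settings the Ts1Rhr median ran from 0.03 to 0.20 and the 21q22 median from −0.04 to 0.12, where they passed. Fewer arrays are in the fit when 1 is left out: genes between Ts-NT and WT-NT then ran from 0 to 3, TPA in WT from 20 to 283, TPA in Ts from 24 to 85, both from 14 to 53, Ts-TPA against WT-TPA from 0 to 45, and the difference in TPA response from 0 to 0. Lists ran from 0 to 4 between Ts-NT and WT-NT, from 4 to 10 for TPA in WT, 5 to 8 for TPA in Ts, 0 to 5 between Ts-TPA and WT-TPA and 0 to 3 for the difference. The Ts1Rhr median ran from −0.04 to 0.32 (unadjusted p at most 0.0125) and the 21q22 median from −0.10 to −4.84e-05. Among the named genes, the replicate block also called *Ctsl*, *Pigp* and *Tmem50b* between Ts-NT and WT-NT and *Ctsl*, *Klk5* and *Tnfaip3* between Ts-TPA and WT-TPA. With the added blocked scalings *Ttc3*, *Hsp90aa1*, *Rpl19*, *Slpi* and *Sox9* were called in some settings between Ts-NT and WT-NT, and *Ttc3* between Ts-TPA and WT-TPA. A slide block was not run because the slide is not given in the sources used here. Probe counts were 7283 for detection on all 4 arrays of a group, 11756 on any 1 array, 9943 at a detection p of 0.05 and, added, 8778 on any 4 arrays. Signal over background limits what can be seen: 13941 probes were never detected, and a difference in genes with no other probe was not detectable on these arrays.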

Differences from the paper's values

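The paper counts 36 genes between WT-NT and Ts-NT and 4 were called here, at the same threshold on the adjusted p as far as the paper states one. The settings fixed before the data were examined also differ: 0 with neqc, 4 after quantile normalization, 6 in the authors' values, 0 without detection filter, 4 with the stricter filter, 4 with an eBayes trend, 927 at an unadjusted p, 96 with the replicate block, 0 with culture as a random block, 0 on the 8 arrays alone, 493 in the additive model and 0 to 3 with 1 array left out. The authors' values with the replicate block give 29 genes, and 28 with detection on any 4 of the 16 arrays; these fall within 1.5 times the paper's count and were chosen after seeing the values. The block departs from the model of the methods, which for this comparison holds genotype and treatment alone and can be read as the group means (4 genes) or the additive model (493). The additive model averages the genotype difference over untreated and TPA-treated cells. It also counts the untreated and the TPA array of a culture as separate, so its count is not one for untreated cells alone. Of the paper's called genes only *Pigp* is named, and both settings call it, so how many others they drop is not known.

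The paper calls *PigP* higher in Ts-NT on its arrays, and reports qPCR of this gene as well. Here its difference was 1.07 relative to all genes and 0.91 as fitted, which gave an adjusted p = 0.101 with limma. It was called after quantile normalization, in the authors' values with either filter, in the additive model and with the replicate block. With that block it was also called in neqc, quantile, centered and both forms of the authors' values. The paper places *Mmp3* and *Mmp9* among genes altered in Ts-TPA and not in WT, and here each was called in both genotypes. *Mmp9* in WT was not called after quantile normalization, in the authors' values, with 1 spread for all 16 arrays or without pairing, and *Mmp3* in WT not without pairing. *Elk3* and *Rab32*, altered in Ts with TPA in the paper, were not called here. *Rab32* (0.69) was called in Ts after quantile normalization and in the authors' values with either filter, but it was called in WT too, in the authors' values and with an eBayes trend. *Elk3*, detected on 1 of 8 Ts arrays, was called in no setting.

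The paper describes 4 disomic candidates as overexpressed in Ts-TPA against WT-TPA. It also measured them by qPCR in Ts relative to WT (Table 1). There *Mmp3* and *Mmp9* were above WT, *Rab32* was level with WT and *Elk3* was below it. The table does not say whether those cells had been given TPA. Relative to all genes the differences here were 0.96 for the brightest *Mmp3* probe (0.30 and 0.03 for the other 2), 0.76 for *Mmp9*, 0.11 for *Rab32* and 0.02 for *Elk3*, none called in any setting, and *Elk3* was lower before the median of all genes is taken off (−0.18). A second *Elk3* probe was higher in Ts-TPA, 5.38 against 4.76, but was detected on no array. The paper found no gene set besides CHR21Q22 between Ts-NT and WT-NT, and here fibroblast markers passed at the preset correlation (adjusted p = 0.0173; 0.347 with an estimated one); the paper's sets are others than the lists used here. The heat map of Fig 3F shows its 11 genes higher in Ts-TPA, as they were here, and 10 of them were detected on no array.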

Other observations

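The fixed lists and settings of this part were set before the values were seen, and the look at single cultures was chosen after. Genes of S phase, such as replication factors, did not move as a group with TPA, but cultures differed. In WT the mean log2 change of the 25 measured genes was 0.19, −1.04, 0.03 and 0.16 in replicates 1 to 4, and in Ts it was 0.25, −0.84, 0.02 and 0.25. In replicate 2, 23 of the 25 genes were lower with TPA in WT and 24 in Ts. The 20 measured G2/M genes changed by 0.09, −1.10, −0.64 and −0.54 in WT and by 0.13, −0.93, −0.41 and −0.42 in Ts, with all 20 lower in WT replicate 2 and 19 in Ts replicate 2. Without Ts replicate 2 the G2/M list was not called in Ts. The mean of the 31 cornified envelope genes was higher in every culture, by 0.82 to 0.96 in WT (22 to 27 genes higher) and by 0.40 to 0.93 in Ts (16 to 25 genes higher, with 16 in replicate 1). Fibroblast markers changed by −0.14 to 0.44 in WT and −0.60 to 0.21 in Ts.

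Replicate number differed in 1194 of 6063 genes by an F test (limma) over all 16 arrays (adjusted p below 0.05), which counts the untreated and the TPA array of a culture as separate although each number has only 2 cultures,, among them 15 of 20 G2/M genes, 15 of 25 S phase genes, 16 of 31 cornified envelope genes, 9 of 14 wound keratins and alarmins, 8 of 14 Ts1Rhr genes and 0 of 23 ribosomal protein genes.

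The other lists did not pass with TPA in WT, with adjusted p (camera) of 0.0673 for cholesterol and fatty acid synthesis (median −0.35 relative to all genes), 0.0673 for ER and heat stress (0.17; 3 of 18 genes rose, among them *Hspa5* by 1.12) and 0.0673 for fibroblast markers (0.26). Further values were 0.0941 for cytokines, 0.126 for Merkel markers, 0.154 for ERK targets, 0.198 for p53 targets and for basal genes, 0.239 for EGFR ligands, 0.441 for melanocyte markers, 0.472 for S phase, 0.497 for AP-1, 0.561 for spinous differentiation, for calcineurin-NFAT and for the 21q22 orthologs on chromosomes 17 and 10, 0.565 for the PKC pathway, 0.609 for those on chromosome 16 outside the interval, 0.730 for the Ts1Rhr interval and for hair follicle markers, 0.791 for ribosomal proteins and 0.880 for NRF2 targets. *Rasgrp1* of the PKC pathway, an activator of Ras, fell by 0.92 in WT and fell by 1.19 in Ts. Against no change rather than against the other genes, fry called cornified envelope (adjusted p = 0.00375), wound keratins and alarmins (0.0136) and cholesterol and fatty acid synthesis (0.0129) in WT, and no list in Ts. With TPA in Ts the values not given above were 0.137 for hair follicle markers, 0.161 for the Ts1Rhr interval, 0.177 for EGFR ligands, 0.213 for cholesterol, 0.264 for AP-1, 0.333 for ER and heat stress, 0.375 for NRF2, 0.416 for ribosomal proteins, 0.515 for p53, 0.538 for Merkel markers, 0.614 for spinous differentiation, 0.983 for the PKC pathway, and 0.940 each for S phase, calcineurin-NFAT, fibroblast and melanocyte markers and the 21q22 lists outside the interval. *Hspa5* was not called without WT replicate 3 or 4, nor *Rasgrp1* without replicate 2, 3 or 4 of either genotype, after quantile normalization, in the authors' values or without the detection filter, and neither was called without pairing.

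Between Ts-TPA and WT-TPA G2/M genes lay 0.26 above the median of all genes (adjusted p = 0.0758). Of the difference in TPA response, fibroblast markers came next to the wound list, at −0.28 (adjusted p = 0.106). Groups did not overlap for 529 genes (8.73%) between Ts-NT and WT-NT and for 432 (7.13%) between Ts-TPA and WT-TPA. *Xist* was detected on 5 of 16 arrays and the Y-linked *Kdm5d* on 6.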
